A study of Mus musculus with 4 samples. Its data were reported in "Destabilization of mRNAs enhances competence to initiate meiosis in mouse spermatogenic cells" (2024).

How the data were processed

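Single-cell RNA sequencing libraries of testis cells from 4 mice at postnatal day 15 were analysed, 2 wild-type and 2 *Meioc*-null, with groups and replicate numbers taken from the sample labels. Per the labels, each batch was a pair of littermates, 1 of each genotype, and the batch numbers of the labels are the same as the replicate numbers. The authors prepared 10x Genomics Chromium 3′ libraries and counted reads per gene and barcode with Cell Ranger against its mouse mm10 reference (GRCm38), and they deposited the resulting matrices of raw UMI counts with no normalization. The deposited barcodes had passed Cell Ranger's own cell calling, but not the later filters of the study. Mice of both genotypes also carried a heterozygous *Hspa2* allele and an unrecombined *ROSA26-tdTomato* reporter. Gene coordinates came from GENCODE vM21 (GRCm38), in which 32158 of the 32285 gene IDs of the files had a match.

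The 4 libraries held 13622, 14559, 16486 and 11986 barcodes (wild type replicates 1 and 2, then *Meioc*-null replicates 1 and 2) with medians of 7334, 9489, 6630 and 11656 UMIs. Barcodes with more than 1000 detected genes numbered 8656, 10226, 10426 and 8985, and those that also had less than 10% mitochondrial counts numbered 6334, 8494, 7550 and 7214. Both limits are those of the study. Doublets were scored with Scrublet in scanpy, and the top-scoring barcodes of each library were removed at 0.8% per 1000 barcodes, which took 690, 989, 996 and 692 barcodes. The caller's own threshold would have marked 1.94, 4.99, 3.03 and 4.30%. Cells were log-normalised to a sum of 10000 per cell for clustering.

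Wild-type cells alone were clustered, with 2000 variable genes, 30 principal components, each wild-type library centred, 20 graph neighbours and Leiden clustering. The variable genes excluded all listed genes, which are those of the focus, meiotic, S phase and G2/M phase lists. Marker genes were not excluded, so the names of the clusters may not be independent of the clustering. A first level at resolution 1.0 separated germ cells from somatic types, and germ cells were then clustered at the lowest resolution, in steps of 0.1, that gave at least 10 clusters, which gave 11. Every cell of the 4 libraries then took the cluster most frequent among its 30 nearest wild-type cells. Clusters were numbered along the minimum spanning tree from the one highest in undifferentiated markers. Marker lists for 10 classes were fixed beforehand: germ cell (*Ddx4*, *Dazl*, *Mael*, *Rnf17*, *Tdrd1*), undifferentiated spermatogonia (*Id4*, *Gfra1*, *Etv5*, *Zbtb16*, *Ret*, *Upp1*, *Lhx1*), differentiating spermatogonia (*Kit*, *Sohlh1*, *Sohlh2*, *Dmrtb1*, *Dnmt3b*, *Rhox13*, *Esx1*), early spermatocyte (*Prdm9*, *Gml*, *Meiob*, *Psma8*, *Dmc1*, *Tex101*, *Ly6k*, *Rad51ap2*), pachytene spermatocyte (*Piwil1*, *Pou5f2*, *Ccna1*, *Ldhc*, *Tbpl1*, *Spag6*, *Tesmin*, *Mns1*), Sertoli (*Sox9*, *Cldn11*, *Wt1*, *Rhox8*, *Aard*, *Gata4*), Leydig (*Dlk1*, *Cyp11a1*, *Star*, *Insl3*, *Cyp17a1*, *Hsd3b1*), peritubular myoid (*Acta2*, *Myh11*, *Tagln*, *Myl9*, *Actg2*), vascular endothelium (*Tm4sf1*, *Pecam1*, *Cdh5*, *Egfl7*, *Ly6c1*) and macrophage (*Cd14*, *Adgre1*, *Itgam*, *Csf1r*, *C1qa*, *Lyz2*). A name needed 3 markers with a UMI in at least 25% of cells. Cluster 1 had 6 of its class, clusters 2 to 6 had 6 or 7, clusters 8 to 10 had 7 or 8 and cluster 11 had 5. A rule on the ratio of the second to the best score was set after the clusters were seen. It was used for the germ-cell clusters but not at the first level. Cluster 7 had 5 differentiating markers, but its score for that class was too close to the score for early spermatocytes (0.428 and 0.329) under this rule, so it stayed unnamed. Its share of germ cells was 14.9% in wild type and 28.3% in *Meioc*-null. Cells named Sertoli numbered 435, 291, 392 and 334, Leydig 33, 51, 21 and 72, and myoid 557, 554, 736 and 644, with 5 or 6 detected markers in the clusters named. The larger of the Sertoli clusters had a median of 2181 UMIs in wild type, with *Rhox8* among its leading genes. No cluster met the rule for endothelium or macrophages. Unnamed cells (333, 571, 332 and 531) belonged to a cluster led by *Clec3b*, *Lum* and *Dpt* and to a cluster (116, 279, 122 and 279 cells) with a median of 3101 UMIs in wild type. The latter had *Sohlh1*, a marker of differentiating spermatogonia, among its leading genes, so it may hold germ cells, and the shares of germ cells leave it out. Leydig cells were not tested, because fewer than 50 were present in 2 libraries.

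Raw counts were summed per library and cluster, and a cluster was tested where every library had at least 50 cells, which left out cluster 11. Genes with a UMI in at least 25% of cells of either genotype were tested with edgeR (TMM, robust quasi-likelihood fit, genotype as the only term), and log2 fold change is wild type over *Meioc*-null. The threshold was a Benjamini-Hochberg adjusted p under 0.05 within the cluster and an absolute log2 fold change over 0.1. The study took cells as replicates, whereas here the mice were the replicates. Focus genes (24, from the study's text) were read from the same fits, with adjustment over all genes and over the list alone. The meiotic list held 43 genes from general knowledge, of which 42 had a match, and the S phase (43) and G2/M phase (54) lists were those of Seurat. Lists were tested with camera at a preset correlation of 0.01 on voom values, with fry as the alternative. Shares were compared by exact two-sided permutation over the 3 splits of the 4 libraries. For distances, the exact p over these splits was one-sided, for a ratio at least as high. The smallest p of either is 0.333. Distances used log2 of CPM plus 10, with each library and cluster thinned to 1151554 UMIs. The change of the effect between clusters was tested with limma (trend, robust) on 1 difference of log2 CPM (prior count 2) per mouse.

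The genes named were the focus list and, per cluster, the 3 largest rises and the 3 largest falls past the threshold that moved the same way in both batches. Genes past the threshold in every tested germ-cell cluster and in a somatic type were to be named too, and 0 genes met this. These lists, tests, thresholds and most alternatives were chosen before the data were examined. An error of counting is given as a 95% exact binomial interval, and a count of 0 as a limit of 3 counts.

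Alternatives were DESeq2, DESeq2 size factors in edgeR, no detection filter (at least 10 counts over the libraries), the replicate number as a block, each library left out in turn, no doublet removal, a mitochondrial limit of 5%, 15 neighbours, listed genes allowed among the variable genes, cells beyond the 99th percentile of the wild-type distance left out, at least 8 or 14 clusters, counts thinned to the smallest UMI total, Bonferroni correction over genes and clusters, fry, distances over 500 genes or without thinning, and the last spermatogonial cluster for the change of the effect. A distance limit for each cluster, placing the cells without any called gene, and distances over pairs that cross batches were added after seeing the data. Same-numbered libraries deviated together from their group means, with a correlation across genes of 0.257 (cluster 10) to 0.654 (cluster 5) in germ cells, 0.184 in Sertoli and 0.242 in myoid cells.

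The tests were tested on simulated data drawn from the real means and library sizes. With 200 genes changed by 1 log2 unit, edgeR recovered 86% in cluster 10 (of 6875 genes) and 93.5 to 100% in the other clusters and types, with 2.82 to 7.98% of calls false, and DESeq2 recovered 65.5% in cluster 10. In the real data same-numbered libraries deviated together, so these rates may not hold for the fits without the block. In cluster 10, 2% of 200 unchanged lists had a camera p under 0.05 and 7% under fry. These lists held random genes, drawn independently of each other. The rates therefore do not cover lists whose genes vary together, and they do not rank camera against fry. The test of the change between clusters 7 and 10 recovered 100% of 200 changes of 2 log2 units among 7387 genes, with 9.09% of calls false. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.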

Results

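Transcripts of single cells were counted as unique molecular identifiers (UMIs) in dissociated testes of mice at postnatal day 15. The 4 libraries came from 2 wild-type and 2 *Meioc*-null mice, 1 testis per mouse, and each of the 2 batches held 1 mouse of each genotype. *Meioc* encodes a germ-cell protein that acts with YTHDC2 and RBM46 on messenger RNA around the entry into meiosis. The wild-type libraries held 13622 barcodes with 158291903 UMIs (replicate 1) and 14559 barcodes with 190455307 UMIs (replicate 2). The *Meioc*-null libraries held 16486 barcodes with 164925883 UMIs (replicate 1) and 11986 barcodes with 183606620 UMIs (replicate 2). After filtering, 5644 and 7505 wild-type cells and 6554 and 6522 *Meioc*-null cells remained. Their median depth was 13145 and 12968 UMIs in wild type and 11699 and 14446 UMIs in *Meioc*-null. All coordinates are on GRCm38, from GENCODE vM21.

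*Meioc* itself (ENSMUSG00000051455, chromosome 11, 102663716 to 102682237) was counted in both genotypes. In cluster 7 it stood at 633 and 682 CPM (UMIs per 1000000) in the wild-type libraries and at 675 and 647 CPM in the *Meioc*-null libraries. In cluster 3 it stood at 52.9 and 53.1 CPM in wild type and 38.9 and 32.8 CPM in *Meioc*-null, a log2 fold change of 0.59 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.303, higher in wild type in both batches). In cluster 9 it was higher in *Meioc*-null cells, at 799 and 825 CPM against 498 and 495 CPM, with a log2 fold change of -0.72 (SE 0.15, adjusted p = 0.000149, both batches). The 3′ tags counted here can lie outside the deleted part of the gene, which is not given in the sources used here, so the *Meioc* counts do not check the genotype labels.

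The first comparison asked which stages of spermatogenesis held fewer or more germ cells without *Meioc*. Wild-type cells formed 11 germ-cell clusters along 1 order, and every cell of all 4 libraries took the cluster of its nearest wild-type cells. Cluster 1 had the markers of undifferentiated spermatogonia, clusters 2 to 6 those of differentiating spermatogonia, clusters 8 to 10 those of early spermatocytes and cluster 11 those of pachytene spermatocytes. Cluster 7, led by *Stra8*, *Hist1h2aa* and *Pparg* in wild type, stayed unnamed. Germ cells made up 75.9% and 80.5% of cells in wild type and 77.4% and 75.8% in *Meioc*-null. The share of germ cells in cluster 7 was 14.9% ± 3.48 in wild type and 28.3% ± 6.14 in *Meioc*-null (SD, n = 2). Per library it was 17.3% and 12.4% in wild type (95% exact binomial intervals 16.2 to 18.5% and 11.6 to 13.2%) and 32.6% and 24.0% in *Meioc*-null (31.4 to 34.0% and 22.8 to 25.2%). In cluster 10 the share was 7.66% ± 3.34 in wild type and 1.70% ± 0.484 in *Meioc*-null (SD, n = 2). In cluster 11 it was 7.12% (6.36 to 7.93%) and 6.31% (5.71 to 6.95%) in wild type. Cluster 11 held 0 of 5073 germ cells in *Meioc*-null replicate 1 and 0 of 4941 in replicate 2, which allows shares of up to 0.0591% and 0.0607%. With no doublet removal it held 6 of 5635 (0.106%) and 1 of 5258, so these counts of 0 depend on the removal of doublets. These intervals and limits cover counting error only. The genotypes' ranges were apart in clusters 7, 10 and 11 (exact permutation p = 0.333, two-sided, which is the smallest that 2 libraries against 2 can give) and overlapped in the other 8 clusters (exact permutation p = 0.667 or 1). Within batches 1 and 2, the *Meioc*-null share minus the wild-type share was 15.3 and 11.6 points in cluster 7, 1.98 and 3.14 in cluster 6 and 1.89 and 0.731 in cluster 8, and it was -1.75 and -0.185 in cluster 4, -3.94 and -7.98 in cluster 10 and -7.12 and -6.31 in cluster 11. The directions in the batches were opposite in clusters 1, 2, 3, 5 and 9. An exact test that flips the signs of the differences of 2 pairs cannot give a two-sided p under 0.5.

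Among the alternatives, a mitochondrial limit of 5% moved the shares most, to a difference of 22.2 points in cluster 11 against 6.71 points with the limit of 10%. Genes that differed between the genotypes also helped to place the cells. The focus, meiotic, S phase and G2/M phase lists were kept out of the placing, but the marker genes were not. With all 6143 genes that passed the threshold in any cluster left out of the placing, an alternative chosen after seeing the data, 92.5% of wild-type germ cells took their own cluster (99.3% with those genes). The wild-type share then exceeded the *Meioc*-null share by 4.46 points in cluster 9, 4.81 points in cluster 10 and 6.63 points in cluster 11, and the difference was -8.79 points in cluster 7 and -7.74 points in cluster 8. The genotypes' ranges were then apart in clusters 7 to 11 (exact permutation p = 0.333). With 15 neighbours they were apart in cluster 8 too.

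**Figure D1:**
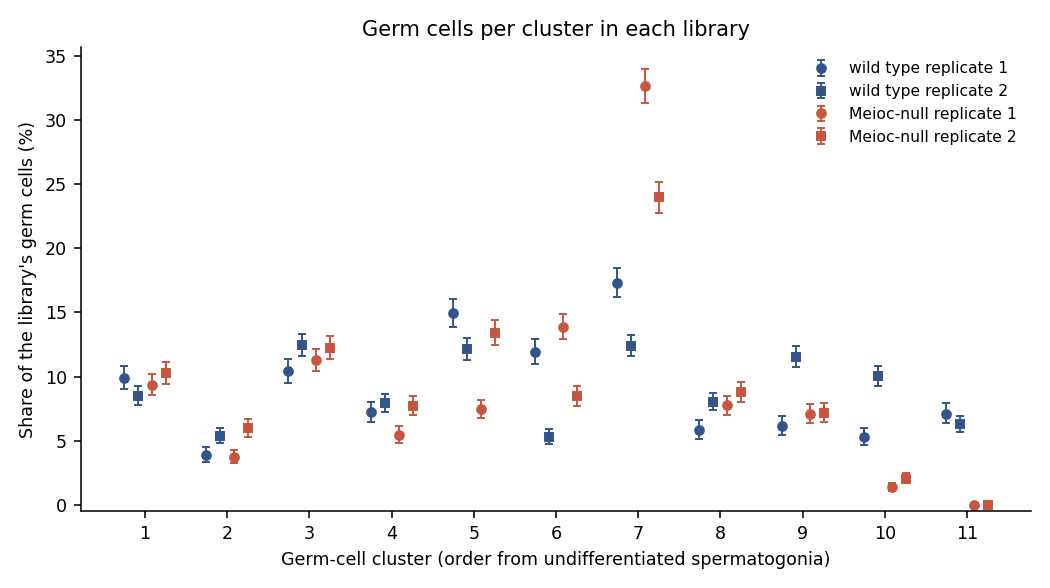
Share of germ cells (%) in clusters 1 to 11 in each of the 4 libraries, with 95% exact binomial intervals. Both Meioc-null libraries lie above both wild-type libraries in cluster 7 and below them in clusters 10 and 11; in cluster 11 the Meioc-null libraries have 0 cells.

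The next comparison asked at which stage transcript abundance parted between the genotypes. UMIs were summed per library and cluster (1151554 to 19627579 UMIs), and wild type was compared with *Meioc*-null by edgeR's quasi-likelihood test. This fit had no term for the batches. It called few transcripts in the early clusters, with 2 of 8431 tested genes in cluster 1, 2 of 8844 in cluster 2 and 3 of 7990 in cluster 3. edgeR called 0 of 7023 genes in cluster 4 and 0 of 6973 in cluster 5, where 145 and 366 genes had an unadjusted p under 0.05 and DESeq2 called 2 and 6 genes. In cluster 6, 131 of 5988 genes passed, of which 29 were higher in wild type and 102 in *Meioc*-null. The count rose to 1588 of 6017 (26.4%; 642 higher in wild type) in cluster 7, 2667 of 5796 (46.0%; 1251) in cluster 8, 3477 of 6201 (56.1%; 1706) in cluster 9 and 4254 of 6875 (61.9%; 2132) in cluster 10. Of the 131 genes of cluster 6, 108 were tested in cluster 7, where 80 passed again, 78 of them in the same direction. Of the 3477 genes of cluster 9, 3356 were tested in cluster 10, where 2403 passed again, 2262 in the same direction. In all, 515 genes passed in each of clusters 7 to 10 and 0 in every tested cluster.

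With the replicate number as a block, edgeR called 26, 29, 54, 23, 471, 478 and 2640 genes in clusters 1 to 7. Of the alternatives run for clusters 7 to 10, the Bonferroni correction over genes and clusters moved the counts most, to 133 genes in cluster 7 and 162 in cluster 8. With DESeq2 size factors in edgeR, 1 of the 2 genes of cluster 3 was higher in wild type, against 2 of 3, and DESeq2 itself called 4 genes higher in wild type and 1 higher in *Meioc*-null there. The counts in clusters 1 to 6 changed when 1 library was left out, and many rose. Such a fit has a genotype with 1 sample, which is assumed to vary like the other pair. These changes therefore do not show that calls rested on 1 library. Without wild type replicate 1, 10, 16, 26, 5, 6 and 76 genes passed in clusters 1 to 6, and without wild type replicate 2 the counts were 14, 19, 16, 9, 13 and 16. Without *Meioc*-null replicate 1, 1 gene passed in cluster 1, 15 in cluster 2, 6 in cluster 4 and 85 in cluster 6. Without *Meioc*-null replicate 2, 0 genes passed in cluster 1, 24 in cluster 2 and 3 in cluster 4.

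**Figure D2:**
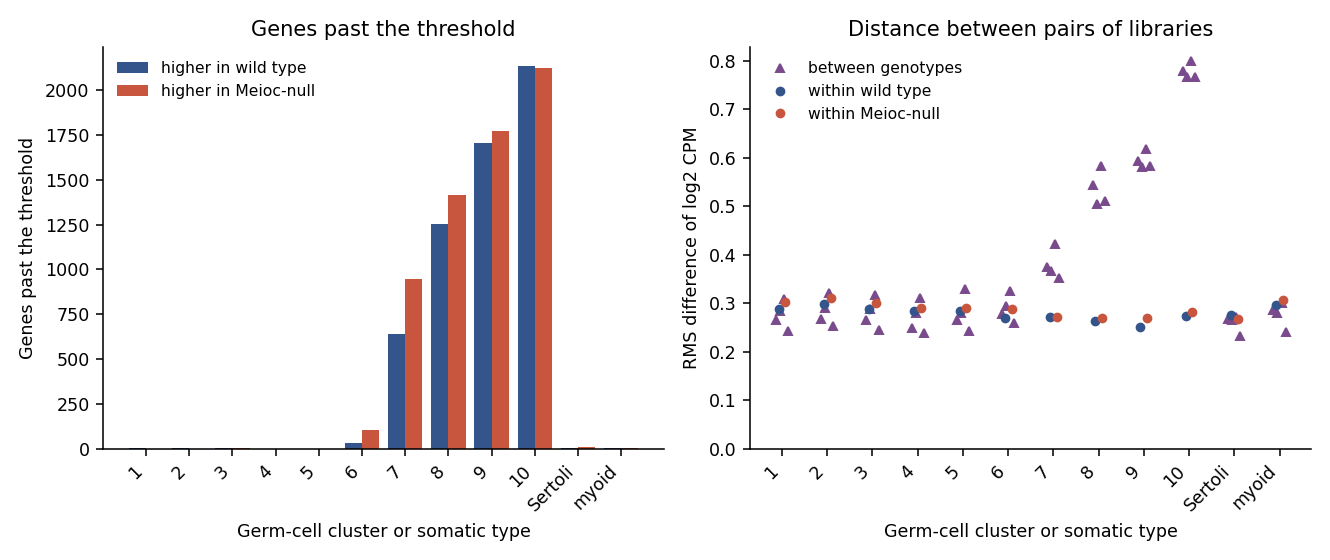
Left, number of genes past the threshold per cluster, by direction; right, root mean square difference of log2 CPM between pairs of libraries, between genotypes and within a genotype. Without the block, the count rises from 131 genes in cluster 6 to 4254 in cluster 10. The pairs between genotypes lie above the pairs within a genotype from cluster 7 on.

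The distance between libraries was measured without a threshold, as the root mean square difference of log2 CPM over the tested genes, after every library was thinned to the same UMI total. The mean of the 4 pairs between genotypes over the mean of the 2 pairs within a genotype was 0.928 to 1.04 in clusters 1 to 6. Its exact permutation p, one-sided for a higher ratio here and below, was 0.667. Both pairs within a genotype cross the batches, whereas 2 of the 4 pairs between genotypes share a batch. Over the 2 pairs between genotypes that cross the batches, an alternative chosen after seeing the data, the ratio was 1.00 to 1.03 in clusters 1 to 4, 1.06 in cluster 5, 1.11 in cluster 6, 1.45 in cluster 7 and 2.81 in cluster 10. Over all 4 pairs the ratio was 1.40 in cluster 7, 2.01 in cluster 8, 2.28 in cluster 9 and 2.79 in cluster 10 (exact permutation p = 0.333, the smallest possible). In cluster 10 the mean distance was 0.778 between genotypes and 0.278 within them. In Sertoli cells the ratio was 0.957 and in peritubular myoid cells 0.918 (exact permutation p = 1). Restricting the distance to the 500 highest genes moved the ratio most, to 4.14 in cluster 10.

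The focus genes were the 24 transcripts fixed from the study's text: the deleted gene and its partners, the transcriptional repressors named by the study, *Stra8*, *Gm4969* (*Meiosin*), *Ccna2* and genes of retinoic acid signalling. The study chose part of this list on these same samples, so calls within it are not independent evidence. Over all genes tested, edgeR with Benjamini-Hochberg adjustment called 1 focus gene in cluster 3, 4 in cluster 6, 9 in cluster 7, 10 in cluster 8, 11 in cluster 9 and 13 in cluster 10. Adjusted over the list alone, the counts were 2, 8, 9, 11, 11 and 13, with 2 each in clusters 4 and 5. Every called focus gene moved the same way in both batches. Of the alternatives, the Bonferroni correction changed the focus genes most, to 19 calls over clusters 1 to 10. *Stra8* (ENSMUSG00000029848, chromosome 6, 34920163 to 34939344) peaked in cluster 7, at 2066 ± 56.8 CPM in wild type and 2405 ± 84.6 CPM in *Meioc*-null (SD, n = 2), with a log2 fold change of -0.17 (adjusted p = 0.596). In cluster 8 it had fallen to 504 ± 41.2 CPM in wild type and stood at 1671 ± 121 CPM in *Meioc*-null, a log2 fold change of -1.65 (SE 0.15, adjusted p = 4.76e-06). In cluster 10 the levels were 13.2 ± 2.00 CPM and 303 ± 20.3 CPM, a log2 fold change of -4.46 (SE 0.14, adjusted p = 1.94e-20). *Stra8* in cluster 8 lost its call where at least 8 clusters were asked for (log2 fold change -0.33), a setting in which clusters 7 and 8 matched the same cluster.

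Before its peak *Stra8* was also higher in *Meioc*-null cells, at 429 ± 44.3 CPM against 185 ± 4.58 CPM in cluster 3 (SD, n = 2; log2 fold change -1.19, SE 0.13, edgeR adjusted p = 0.000813, both batches). That call rested on the separation of clusters 2 and 3, whose *Stra8* levels in wild type were 993 CPM and 185 CPM. *Stra8* in cluster 3 had log2 fold changes of -0.26 to -0.51 and no call with 15 neighbours, with no doublet removal, with listed genes allowed and with at least 8 clusters, where clusters 2 and 3 matched the same cluster. *Stra8* in cluster 6 was called at a log2 fold change of -0.65 (adjusted p = 0.0220, both batches) and lost the call without wild type replicate 1 (-0.50) and without wild type replicate 2 (-0.79). In clusters 4 and 5 its log2 fold changes of -0.81 and -0.68 were not called (adjusted p = 0.748 and 0.415) and were called with the replicate number as a block.

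*Gm4969* (ENSMUSG00000085601, chromosome 7, 19099046 to 19118368) was higher in wild type in cluster 7, at 95.3 ± 8.91 CPM against 67.3 ± 3.57 CPM (SD, n = 2; log2 fold change 0.55, SE 0.12, edgeR adjusted p = 0.00178, both batches). *Gm4969* in cluster 7 lost its call with at least 8 clusters (0.15), where clusters 7 and 8 matched the same cluster. It was lower in wild type in cluster 9, at 28.2 against 97.4 CPM (log2 fold change -1.78, adjusted p = 3.00e-12), and in cluster 10, at 1.86 ± 0.142 against 80.6 ± 8.87 CPM (log2 fold change -5.32, SE 0.26, adjusted p = 1.25e-16). *Gm4969* in cluster 8 was not called (log2 fold change -0.22, adjusted p = 0.164), but it was called without wild type replicate 2 (-0.41) and with listed genes allowed (-0.50, clusters 8 and 9 matching the same cluster), and its direction was reversed with at least 8 clusters (0.15).

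**Figure D3:**
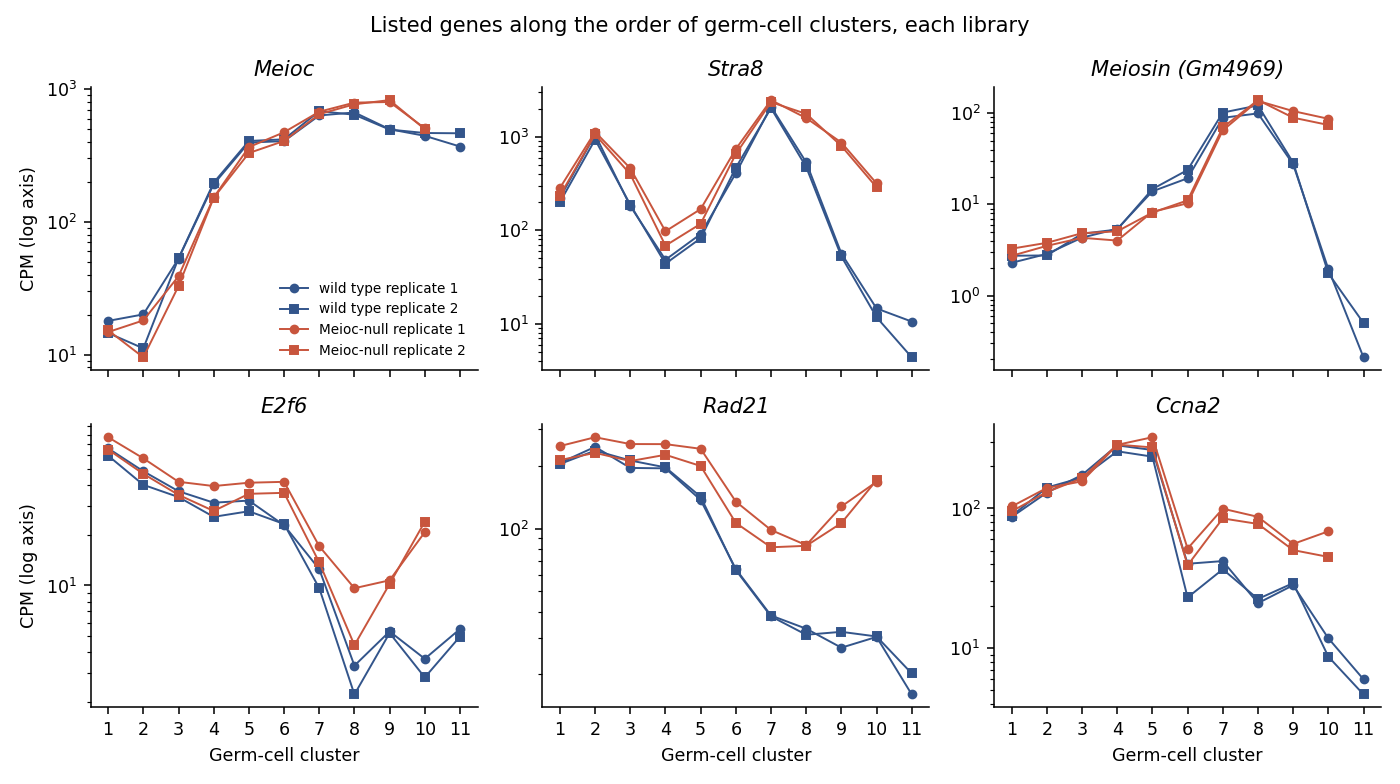
CPM (log axis) of Meioc, Stra8, Gm4969, E2f6, Rad21 and Ccna2 in each library over clusters 1 to 11. Stra8 peaks in cluster 7 in both genotypes and then falls to 13.2 CPM in wild type and 303 CPM in Meioc-null in cluster 10.

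The 8 repressor transcripts had median log2 fold changes of -0.06 to -0.23 in clusters 1 to 5, -0.37 in cluster 6, -0.59 in cluster 7, -0.49 in cluster 8, -0.65 in cluster 9 and -0.67 in cluster 10, against -0.12 in Sertoli and -0.01 in myoid cells. edgeR called 3 of them in cluster 6, 6 of the 7 tested in each of clusters 7, 8 and 9, and all 8 in cluster 10, 7 of these higher in *Meioc*-null. *Rad21* (ENSMUSG00000022314, chromosome 15, 51962240 to 51991747) was called from cluster 6 (63.6 ± 0.513 against 121 ± 20.0 CPM, SD, n = 2; log2 fold change -0.90, adjusted p = 9.47e-06) to cluster 10 (30.3 ± 0.105 against 169 ± 2.10 CPM; -2.38, adjusted p = 6.81e-15). *Sp3* (ENSMUSG00000027109, chromosome 2, 72936427 to 72980446) and *Suz12* (ENSMUSG00000017548, chromosome 11, 79993106 to 80034123) had log2 fold changes of -0.98 and -0.57 in cluster 7 and -1.06 and -0.64 in cluster 10. *E2f6* (ENSMUSG00000057469, chromosome 12, 16810963 to 16839742) was detected in too few cells to be tested in clusters 7 to 9 and had a log2 fold change of -2.77 in cluster 10 (3.23 against 22.5 CPM, adjusted p = 8.36e-08). *Ccna2* (ENSMUSG00000027715, chromosome 3, 36564865 to 36572150), a cyclin transcript, was lower in wild type in clusters 7 to 10, from 39.3 against 92.2 CPM in cluster 7 (-1.18, adjusted p = 5.13e-07) to 10.2 against 56.8 CPM in cluster 10 (-2.39, adjusted p = 6.15e-10). *Rec8* (ENSMUSG00000002324, chromosome 14, 55618037 to 55625395) was called in cluster 8 (4.75 against 24.7 CPM, -2.38, adjusted p = 7.73e-05), and *Rec8* in cluster 8 lost the call with at least 8 clusters (-0.46, clusters 7 and 8 matching the same cluster). *Rbm46* (ENSMUSG00000033882, chromosome 3, 82837228 to 82876483) was higher in wild type in cluster 10 (370 against 253 CPM, 0.63, adjusted p = 8.98e-05). Each of these calls had the same direction in both batches.

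Of the other focus calls, all from edgeR with Benjamini-Hochberg adjustment and all of the same direction in both batches, several were lost without 1 library. *E2f6* in cluster 6 (-0.73, adjusted p = 0.0115) lost its call without *Meioc*-null replicate 1 (-0.68), wild type replicate 1 (-0.66) or wild type replicate 2 (-0.77), and so did *Sp3* in cluster 6 (-0.47, adjusted p = 0.0313; -0.41, -0.47 and -0.46). *Mga* (ENSMUSG00000033943, chromosome 2, 119897228 to 119969581) was called in clusters 7 to 10. *Mga* in cluster 7 (-0.36) lost its call without *Meioc*-null replicate 1 (-0.30) or wild type replicate 1 (-0.30), and *Mga* in cluster 10 (-0.27) without *Meioc*-null replicate 2 (-0.21), wild type replicate 1 (-0.34) or wild type replicate 2 (-0.20), whereas the calls in clusters 8 (-0.49) and 9 (-0.65) held in each case. *Rarg* in cluster 7 (ENSMUSG00000001288, chromosome 15, 102234938 to 102257517; -0.46) lost its call without *Meioc*-null replicate 1 (-0.29), wild type replicate 1 (-0.49) or wild type replicate 2 (-0.43). *Hnrnpab* (ENSMUSG00000020358, chromosome 11, 51600100 to 51606847) was called in clusters 7 to 10 (-0.65, -0.41, -0.51 and -0.70), and *Hnrnpab* in cluster 8 (-0.33) and *Hnrnpab* in cluster 9 (-0.41) lost the call without wild type replicate 1. *Pbrm1* (ENSMUSG00000042323, chromosome 14, 31019138 to 31121592) was called in clusters 7 to 10 (-0.59, -0.48, -0.50 and -0.35). *Pbrm1* in cluster 9 lost its call without wild type replicate 1 (-0.47), and *Pbrm1* in cluster 10 without *Meioc*-null replicate 2 (-0.21), wild type replicate 1 (-0.32) or wild type replicate 2 (-0.37). *Ythdc2* (ENSMUSG00000034653, chromosome 18, 44827746 to 44889724) was higher in wild type in clusters 8 to 10 (0.53, 0.39 and 0.44), and *Ythdc2* in cluster 9 (0.30) and *Ythdc2* in cluster 10 (0.30) lost the call without wild type replicate 2. *Cbx1* (ENSMUSG00000018666, chromosome 11, 96789127 to 96808640), the repressor that was higher in wild type in cluster 10, was called there (0.29, adjusted p = 0.0465), and *Cbx1* in cluster 10 lost the call without any 1 of the 4 libraries (0.27, 0.31, 0.30 and 0.29). Its mean CPM was also higher in wild type in clusters 2 and 8. It was higher in *Meioc*-null in clusters 1, 3 to 7 and 9, as in cluster 6 (337 against 392 CPM) and cluster 7 (503 against 581 CPM). None of these differences was called without the block.

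With the replicate number as a block, calls were also made for *Meioc* in cluster 3 (log2 fold change 0.60) and in clusters 4 and 5, and for *Sp3*, *Mga*, *Ccna2*, *E2f6*, *Rec8* and *Rad21* in cluster 5. The block further added *Mga*, *Ccna2*, *Suz12* and *Pbrm1* in cluster 6, *Rbm46* and *Meioc* in cluster 8, *Cbx1* in cluster 9 and *Rxrb* in cluster 10. *Meioc* in cluster 3 was also called without wild type replicate 1 (0.65). *Rara*, *Rxra*, *Rxrb*, *Tbx1* and *Dmrt1* were tested and passed in 0 clusters by edgeR (adjusted p of 0.0952 or more in each). *Crabp2*, *Rarb* and *Rxrg* were detected in too few cells to be tested.

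Without the block, few genes outside the focus list were called before cluster 6, at wild-type means of 12.3 to 56.0 CPM (with the block, 26, 29, 54, 23 and 471 genes of all were called in clusters 1 to 5). In cluster 1 the called genes were *Fabp9* (ENSMUSG00000027528, chromosome 3, 10193621 to 10197283), at 12.3 ± 4.01 against 4.54 ± 0.987 CPM (SD, n = 2; log2 fold change 1.42), and *Rsph1* (ENSMUSG00000024033, chromosome 17, 31255019 to 31277383; 1.03), both with an edgeR adjusted p of 0.0332. *Fabp9* in cluster 1 lost its call without *Meioc*-null replicate 1 (1.17) or replicate 2 (1.73), and *Rsph1* in cluster 1 without *Meioc*-null replicate 1 (1.02), *Meioc*-null replicate 2 (1.04) or wild type replicate 1 (0.74). In cluster 2 they were *Gm884* (ENSMUSG00000034239, chromosome 11, 103534577 to 103621140; 1.47) and *P2rx4* (ENSMUSG00000029470, chromosome 5, 122707544 to 122729738; 1.44), both with an adjusted p of 0.0148. In cluster 3, besides *Stra8*, they were *Gm884* (15.4 ± 0.202 against 4.93 ± 0.192 CPM; 1.67, adjusted p = 0.000813) and *Meig1* (ENSMUSG00000026650, chromosome 2, 3409043 to 3422648; 1.04, adjusted p = 0.0418). *Meig1* in cluster 3 lost its call without *Meioc*-null replicate 1 (1.00) or replicate 2 (1.09). All these genes were higher in wild type in both batches. *Fabp9*, *Rsph1* and *Meig1* exceeded their *Meioc*-null level by 0.662 to 0.933 times the excess that free RNA of the pachytene cluster would give, which is no more than that background. *Gm884* was higher in both wild-type libraries than in both *Meioc*-null libraries in each of the 12 tested clusters and types, and it lies 852 kb from *Meioc* on the same chromosome.

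In cluster 6 the 3 largest positive log2 fold changes were those of *Ocel1* (ENSMUSG00000002396, chromosome 8, 71371298 to 71379361; 1.07), *Adad2* (ENSMUSG00000024266, chromosome 8, 119612747 to 119616924; 0.97) and *Stag3* (ENSMUSG00000036928, chromosome 5, 138280240 to 138312393; 0.93, SE 0.12, edgeR adjusted p = 3.54e-06). The 3 largest negative ones were those of *Cox8a* (ENSMUSG00000035885, chromosome 19, 7215153 to 7217616; -1.56, SE 0.17, adjusted p = 2.35e-06), *Rrm2b* (ENSMUSG00000022292, chromosome 15, 37923952 to 37961318; -1.15) and *Ddit4* (ENSMUSG00000020108, chromosome 10, 59949669 to 59951834; -1.14). *Stag3* stood at 261 ± 2.16 CPM in wild type and 139 ± 10.7 CPM in *Meioc*-null, and *Cox8a* at 193 ± 27.9 and 574 ± 96.3 CPM (SD, n = 2). *Ocel1* in cluster 6 lost its call without wild type replicate 2 (1.00), *Adad2* in cluster 6 without wild type replicate 1 (0.73), and *Ddit4* in cluster 6 without *Meioc*-null replicate 1 (-0.80) or wild type replicate 2 (-0.90). The genes named for each cluster moved the same way in both batches by construction of the rule.

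In cluster 7 the largest positive log2 fold changes belonged to *Figla* (ENSMUSG00000030001, chromosome 6, 86016171 to 86020996; 1.82), *Klc3* (ENSMUSG00000040714, chromosome 7, 19394437 to 19404104; 1.65) and *Sap25* (ENSMUSG00000079165, chromosome 5, 137641334 to 137642902; 1.61). The largest negative ones belonged to *Plk1* (ENSMUSG00000030867, chromosome 7, 122159439 to 122169873; -3.96, SE 0.20, edgeR adjusted p = 1.20e-10), *Ccnb1* (ENSMUSG00000041431, chromosome 13, 100778650 to 100786570; -2.49) and *Gm17494* (ENSMUSG00000057359, chromosome 3, 122255958 to 122293720; -2.41). *Plk1* stood at 2.49 ± 0.309 CPM in wild type and 40.1 ± 5.37 CPM in *Meioc*-null (SD, n = 2), and *Ccnb1* at 10.1 ± 1.30 and 58.6 ± 3.19 CPM. In cluster 8 they were *Klc3* (3.19), *Gm884* (3.02) and *Dnpep* (ENSMUSG00000026209, chromosome 1, 75307896 to 75317990; 2.81, adjusted p = 7.74e-09) and *Plk1* (-4.20), *Depdc1a* (ENSMUSG00000028175, chromosome 3, 159495433 to 159529955; 1 and 15 UMIs in wild type, 170 and 248 in *Meioc*-null) and *Cenpa* (ENSMUSG00000029177, chromosome 5, 30666777 to 30674830; -3.28, adjusted p = 7.74e-09). *Dnpep* stood at 439 ± 61.9 against 66.4 ± 5.27 CPM and *Cenpa* at 22.8 ± 0.499 against 236 ± 34.0 CPM. *Gm17494*, a processed transcript, can share reads with overlapping genes and is reported as uncertain. *Sap25* was among the genes that led cluster 7 in wild type, so its difference is not independent of the clustering.

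In cluster 9 the largest positive log2 fold changes belonged to *Shank1* (ENSMUSG00000038738, chromosome 7, 44310253 to 44360572; 3.31), AC149090.1 (ENSMUSG00000095041, with no match in the annotation; 2.52) and *Psd* (ENSMUSG00000037126, chromosome 19, 46312087 to 46327156; 2.31). The largest negative ones belonged to *Mt1* (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327; -4.49, SE 0.18, edgeR adjusted p = 2.28e-19), *Shisa4* (ENSMUSG00000041889, chromosome 1, 135371057 to 135375237; 4 and 12 UMIs in wild type, 123 and 162 in *Meioc*-null) and *Zfp467* (ENSMUSG00000068551, chromosome 6, 48427697 to 48445825; -4.19). *Mt1* stood at 45.6 ± 9.14 CPM in wild type and 997 ± 112 CPM in *Meioc*-null (SD, n = 2). In cluster 10, *Gm49794* (ENSMUSG00000116879, chromosome 17, 27354111 to 27367492) had 547 and 1008 UMIs in wild type and 0 in both *Meioc*-null libraries, where 3 UMIs per library would give a mean of 2.09 CPM, so it was at least 65.1-fold higher in wild type. *Gm10505* (ENSMUSG00000073430, chromosome 17, 27325035 to 27344833) had 993 and 2416 UMIs in wild type and 0 and 1 in *Meioc*-null, and *Nipal2* (ENSMUSG00000038879, chromosome 15, 34572799 to 34679212) had 70 and 249 against 1 and 1. Higher in *Meioc*-null were *Spaca6* (ENSMUSG00000080316, chromosome 17, 17827158 to 17843009; 0 and 1 UMIs in wild type, 25 and 39 in *Meioc*-null), AI662270 (ENSMUSG00000087107, chromosome 11, 83223576 to 83226604; 2 and 5 against 54 and 106) and *Gm20501* (ENSMUSG00000092536, chromosome 7, 141943704 to 141949539; 0 and 4 against 22 and 45). No fold change is given for these 5 genes, *Shisa4* in cluster 9 and *Depdc1a* in cluster 8, which had 0 to 5 UMIs in a library. *Nipal2* also led cluster 10 in wild type. AC149090.1, *Spaca6*, AI662270 and *Gm20501* can share reads with copies or overlapping genes and are reported as uncertain.

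The 3 lists of meiotic, S phase and G2/M phase transcripts were tested per cluster with camera (limma, Benjamini-Hochberg adjustment over lists and clusters). The meiotic list was higher in wild type in clusters 4 to 8, with median log2 fold changes of 0.12 (adjusted p = 0.000741), 0.17 (3.18e-10), 0.26 (2.15e-11), 0.23 (0.000219) and 0.35 (0.00674). It was not called in cluster 9, where its median was -0.08, its mean -0.01, camera pointed down and fry up, nor in cluster 10 (median 0.10, adjusted p = 0.347). The G2/M phase list was lower in wild type in cluster 1 (median -0.08, adjusted p = 2.24e-10), cluster 5 (-0.08, 6.86e-05), cluster 7 (-0.64, 4.35e-20), cluster 8 (-0.69, 6.60e-12), cluster 9 (-0.47, 1.71e-06) and cluster 10 (-0.66, 1.98e-06). The S phase list was lower in wild type in cluster 1 (-0.11, 1.77e-07), cluster 6 (-0.15, 0.000219), cluster 9 (-0.19, 0.0381) and cluster 10 (-0.66, 0.000145), and higher in cluster 3 (0.04, 0.0381) and cluster 8 (0.22, 0.0430). Under fry, which moved these results most, the meiotic list was called in 0 clusters, the G2/M phase list in clusters 7 to 10 (adjusted p of 0.000654 to 0.00846) and the S phase list in clusters 8 and 10 (adjusted p = 0.0427 in each). Several list calls were lost in fits without 1 library. The meiotic list in cluster 4 lost its call without wild type replicate 2 (median 0.03) or *Meioc*-null replicate 1 (0.05), the S phase list in cluster 1 without *Meioc*-null replicate 1 (-0.04), and the G2/M phase list in cluster 5 without *Meioc*-null replicate 1 (-0.05). Other medians moved by over 1.5 times with the call kept. Without *Meioc*-null replicate 2, the meiotic list in cluster 5 stood at 0.31, the G2/M phase list at -0.14 in cluster 1 and -0.19 in cluster 5, and the S phase list in cluster 1 at -0.17. The G2/M phase list stood at -0.13 in cluster 1 without wild type replicate 2 and at -0.13 in cluster 5 without wild type replicate 1, the meiotic list in cluster 8 at 0.22 without wild type replicate 2, and the S phase list in cluster 6 at -0.10 without *Meioc*-null replicate 1. The S phase list in cluster 3 lost its call without wild type replicate 1 (0.07), wild type replicate 2 (0.03) or *Meioc*-null replicate 2 (0.01), and with the replicate number as a block (0.04). The block added a call of the S phase list in cluster 5 (0.05, adjusted p = 0.0368, against 0.0665 without it). The S phase list in cluster 8 lost its call without any 1 of the 4 libraries (0.24, 0.20, 0.17 and 0.25), and the S phase list in cluster 9 without *Meioc*-null replicate 1 (-0.20). With listed genes allowed, the S phase list in cluster 3 (-0.02) and the S phase list in cluster 9 (0.12) had the opposite direction, but in that setting clusters 2 and 3 matched the same cluster, as did clusters 8 and 9, so these values do not stand for cluster 3 or 9 alone. With listed genes allowed, the meiotic list in cluster 8 (0.14) and the S phase list in cluster 8 (0.12) lost the call.

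**Figure D4:**
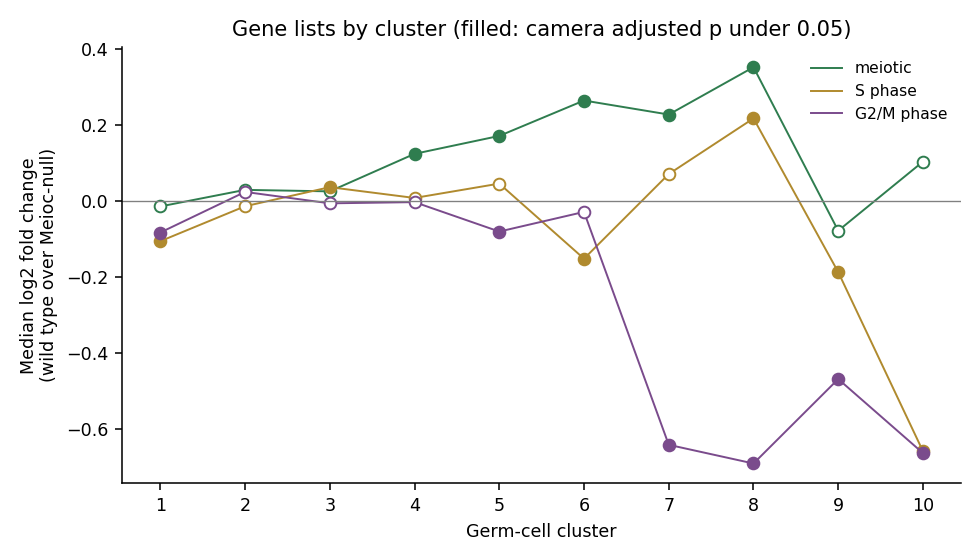
Median log2 fold change (wild type over Meioc-null) of the meiotic, S phase and G2/M phase lists in clusters 1 to 10; filled points have a camera adjusted p under 0.05. The G2/M phase median is -0.64 in cluster 7 and -0.66 in cluster 10, and the meiotic median reaches 0.35 in cluster 8.

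Whether the genotype effect itself differed between stages was tested with limma on the difference of log2 CPM between cluster 7, which had the highest wild-type *Stra8*, and cluster 10, the last tested cluster. Of 7387 genes, 4328 passed an adjusted p of 0.05 (Benjamini-Hochberg), 2082 with a higher and 2246 with a lower signed log2 fold change in cluster 7 than in cluster 10, and 4664 had an unadjusted p under 0.05. Among 19 focus genes tested, 10 passed, and 12 with the replicate number as a block, which added *Tbx1* (adjusted p = 0.0276) and *Dmrt1* (adjusted p = 0.00831), with 4 and 0 and with 8 and 3 UMIs in the *Meioc*-null libraries of cluster 10. With cluster 6 in place of cluster 10, the alternative that moved this count most, 2163 of 6521 genes passed. The median change was 0.85 for the S phase list (31 of 41 genes past, 29 above 0), -0.06 for the G2/M phase list (33 of 52 past, 17 above 0) and 0.09 for the meiotic list (28 of 42 past, 16 above 0).

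Somatic cells gave the background between animals, since *Meioc* is described as a germ-cell gene. edgeR called 10 of 5011 genes in Sertoli cells (3 higher in wild type and 7 in *Meioc*-null; 153 with an unadjusted p under 0.05) and 4 of 5279 in peritubular myoid cells (2 and 2; 92). DESeq2 called 2 genes in each, both of the Sertoli genes higher in *Meioc*-null. With DESeq2 size factors in edgeR, 3 of 5 myoid genes were higher in wild type. With no detection filter, the alternative that moved these counts most, 92 genes passed in Sertoli cells (53 higher in wild type and 39 in *Meioc*-null) and 16 in myoid cells (15 and 1). Without wild type replicate 2, 10 genes passed in myoid cells. *Stra8* was among the Sertoli calls, at 20.0 ± 0.737 CPM in wild type and 72.5 ± 25.8 CPM in *Meioc*-null (SD, n = 2; log2 fold change -1.83, SE 0.18, adjusted p = 1.46e-19, both batches). Across 392 germ-cell genes, the Sertoli fold changes correlated with those of all germ cells summed (Pearson r = 0.888, Spearman rho = 0.753; genes are not independent replicates). By camera the meiotic list (5 genes, median -0.23, adjusted p = 0.000174) and the G2/M phase list (median -0.05, adjusted p = 0.0134) were lower in wild type in Sertoli cells, and neither was called by fry. Without wild type replicate 1 neither was called by camera (medians -0.16 and -0.03, adjusted p = 0.582 in each), without wild type replicate 2 both were called at larger medians (-0.53 and -0.12), and the G2/M phase list also lost its call without *Meioc*-null replicate 2 (-0.08, adjusted p = 0.147) and with listed genes allowed (-0.05, adjusted p = 0.145). The myoid calls included *Sycp1* (ENSMUSG00000027855, chromosome 3, 102818499 to 102936100) and *Sycp3* (ENSMUSG00000020059, chromosome 10, 88459569 to 88473236), chosen here after their values were seen, both higher in wild type (1.36 and 0.73) in both batches.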

Values the study reported

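The study loaded its single-cell samples to recover 10,000 cells each. It kept cells with more than 1000 features, under 10% mitochondrial reads and a doublet score under 0.4. Differential expression in each germ-cell cluster needed a log2 fold change of at least 0.1 and detection in 25% of cells of either genotype, with P values adjusted by Bonferroni correction over its germ-cell clusters.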

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

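Of the tests in this part, that of a mixture was chosen only after the results were seen. A difference of the genotype effect between cluster 7 and cluster 10, tested by limma with Benjamini-Hochberg adjustment, was found for 4328 genes. Among the focus genes it was found for *Stra8* (change of 4.21 on the log2 scale, SE 0.09, adjusted p = 7.34e-15), *Gm4969* (5.53, SE 0.21), *Rec8* (3.33, SE 0.30, with 3 and 6 UMIs in wild type in cluster 10), *E2f6* (2.09, SE 0.37), *Rad21* (1.18, SE 0.15), *Ccna2* (1.13, SE 0.19), *Rbm46* (-0.63, SE 0.08), *Ythdc2* (-0.46, SE 0.09), *Cbx1* (-0.46, SE 0.07) and *Pbrm1* (-0.26, SE 0.08, adjusted p = 0.0122). The change is the log2 fold change (wild type over *Meioc*-null) in cluster 7 minus that in cluster 10, so a positive value stands for a transcript that was relatively lower in wild type in cluster 10 than in cluster 7. *E2f6* in cluster 7 and *Rec8* in cluster 10 were detected in too few cells for the test within the cluster. The change of the effect of Pbrm1 lost its call without wild type replicate 1 (-0.25) or *Meioc*-null replicate 1 (-0.16).

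A difference in depth between the clusters was tested first, since *Meioc*-null replicate 1 had 1151554 UMIs in cluster 10. After both clusters of every library were thinned to 1151550 UMIs, 3029 genes passed, and 2913 of the 4328 genes (67.3%) still did, so depth does not account for most of them. Free RNA of pachytene cells, which *Meioc*-null libraries lack, was not tested for these genes. Cells of clusters 7 and 10 differ in stage, and the *Meioc*-null cells counted in cluster 10 are 69 and 101 cells whose nearest wild-type cells lie there, so a mix of wild-type stages was tested. Of the 4328 genes, 75 lay over 1.5-fold above every wild-type cluster and type in both *Meioc*-null libraries of cluster 10, which argues against such a mix as the whole cause and leaves a part open. A batch cannot give the pattern alone, because each batch held both genotypes. A genotype effect that grows after the *Stra8* peak may underlie the pattern, as a hypothesis that these 4 mice cannot settle.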

How the results depend on the processing

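The alternatives of a distance limit for each cluster, of placing cells without called genes and of distances over pairs that cross batches were chosen only after the results were seen. Setting aside the fits that leave out 1 library, 185 of the summary values of the comparisons stayed within their limits and 83 moved, and of the values of single genes and lists 952 stayed the same, 119 kept their direction but lost the call, 2 kept it and gained the call, 1 moved and 8 reversed. For the moved values below, the cause was not tested unless it is given.

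With DESeq2, 4, 8, 5, 2, 6 and 41 genes passed in clusters 1 to 6, and 2 in each of Sertoli and myoid cells, and in clusters 7 to 10 its counts (1234, 2028, 2732 and 3299) were within 1.5 times those of edgeR. With DESeq2 size factors in edgeR, 0 genes passed in cluster 1. With no detection filter, 0, 5, 6, 6 and 1 genes passed in clusters 1 to 5, 92 in Sertoli and 16 in myoid cells. With the replicate number as a block, 26, 29, 54, 23, 471, 478 and 2640 genes passed in clusters 1 to 7. In Sertoli cells 11 genes passed with the block, 9 of them among the 10 called without it, and the call of *Hs6st2* was lost. For the focus genes, the genes named and the lists, the block changed no other call than those given beside the results. With counts thinned to the smallest UMI total, which removes counts by construction, 0 genes passed in cluster 1, 3 in cluster 5, 23 in cluster 6, 690 in cluster 7, 2 in Sertoli and 0 in myoid cells; 21 of the 23 and 625 of the 690 were among the genes called at full depth. With no doublet removal, 6 genes passed in cluster 1, 1 in cluster 4 and 19 in Sertoli cells. With 15 neighbours, 0, 1, 1 and 3 genes passed in clusters 1 to 4 and 84 in cluster 6; clusters 2 and 3 then matched the same cluster and share 1 test. With listed genes allowed, 0 genes passed in clusters 2 and 3, which matched the same cluster. With at least 8 clusters, 0, 1 and 1 genes passed in clusters 1 to 3 and 200 in cluster 6, with 1 test again for clusters 2 and 3. With the Bonferroni correction, which is stricter by construction, 0 genes passed in clusters 1 and 2, 14 in cluster 6, 133 in cluster 7, 162 in cluster 8, 912 in cluster 9 and 1293 in cluster 10, and 19 focus calls remained.

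The meiotic list was called in 5 clusters by camera, in 0 by fry and in 3 with listed genes allowed, and the S phase list in 6 clusters by camera, in 2 by fry and in 3 with listed genes allowed. The ratio of distances without thinning was 0.809, 0.820 and 0.831 in clusters 1 to 3 and 1.68, 2.48, 2.91 and 3.38 in clusters 7 to 10. Over the 500 highest genes it was 0.789, 0.776 and 0.795 in clusters 1, 2 and 4 and 2.40, 3.20 and 4.14 in clusters 8 to 10. With 15 neighbours it was 2.16 in cluster 8 and 2.95 in cluster 10. In each case, and over pairs that cross batches (1.45 to 2.81), clusters 7 to 10 stayed above 1. The count of genes whose effect changed was 2163 against cluster 6.

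Shares of germ cells are given as wild type minus *Meioc*-null in points. With a mitochondrial limit of 5%, which left 1417 to 1965 cells per library and in which clusters 2 and 3, 7 and 8, and 9 and 10 matched 1 cluster each, they were -2.35 in clusters 2 and 3, -4.18 in cluster 5, -14.1 in cluster 8, 9.42 in clusters 9 and 10 and 22.2 in cluster 11. With that limit cluster 5 held 29.2% and 0% of germ cells in wild type replicates 1 and 2 and 37.5% and 0% in *Meioc*-null replicates 1 and 2. Its difference therefore comes from batch 1 alone. Clusters 2 and 3 held 1.30% and 11.4% in wild type and 0.787% and 16.6% in *Meioc*-null, so they too were uneven between batches. That limit left no germ-cell cluster with 50 cells in every library, so no germ-cell test could be run there. With listed genes allowed the difference was 0.578 in cluster 8, which matched the same cluster as cluster 9, and 7.48 in cluster 11. It was -7.74 in cluster 8 with called genes left out, 7.81 in cluster 11 with no doublet removal and 5.75 in cluster 11 with cells unlike wild type left out. The differences in clusters 7, 10 and 11 kept their sign in every alternative run. With at least 14 clusters, the match of cluster 10 had too few cells to be tested, as had that of cluster 4 with listed genes allowed.

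Values that reversed were Gm4969 in cluster 8 with at least 8 clusters (0.15), and, with listed genes allowed, the S phase list in cluster 3 (-0.019) and the S phase list in cluster 9 (0.12), where clusters 2 and 3 matched the same cluster, as did clusters 8 and 9. Outside the counts above, the uncalled medians of the meiotic list also changed sign with listed genes allowed. They were 0.14 in cluster 9, matched together with cluster 8, and -0.04 in cluster 10. Against the last spermatogonial cluster, the change of the effect of Ccna2 was -0.64, the change of the effect of Rbm46 0.013, the change of the effect of Gm4969 -0.46, the change of the effect of Cbx1 0.039 and the change of the effect of Rad21 -0.29. That setting compares cluster 7 with an earlier in place of a later cluster.

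Leaving out 1 library leaves a genotype with 1 sample, which is assumed to vary like the other pair. The lowest and highest counts were then 0 and 14 genes in cluster 1, 15 and 24 in cluster 2, 3 and 26 in cluster 3, 3 and 9 in cluster 4, 0 and 13 in cluster 5, 16 and 161 in cluster 6, 1146 and 1456 in cluster 7, 2143 and 2454 in cluster 8, 2598 and 3322 in cluster 9, and 3510 and 3836 in cluster 10. They were 9 and 15 in Sertoli cells, 3 and 10 in myoid cells, 42 and 46 for the focus calls, and 3367 and 4604 for the change of the effect. The meiotic list was called in 4 to 6 clusters, the S phase list in 3 (without *Meioc*-null replicate 1) to 5 and the G2/M phase list in 5 to 8. Of the values of single genes and lists, 405 stayed the same, 53 lost the call and 2 gained it, and 0 reversed. Depth limits what can be called in cluster 10, where the simulated recovery was 86%.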

Other observations

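The tests of a mixture of stages, of depth in cluster 10, of free RNA and a linked segment for *Gm884*, of free RNA for the G2/M phase and meiotic lists, of the X-linked share and of closure, and the distance limit of each cluster, were chosen only after the results were seen.

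By edgeR, 56.1% and 61.9% of tested genes differed between the genotypes in clusters 9 and 10, and by DESeq2 44.1% and 48.0%. A mixture of misplaced wild-type-like cells or doublets was tested by the genes that lie over 1.5-fold above every wild-type cluster and type in both *Meioc*-null libraries, since such a mixture cannot exceed its parts. In cluster 10, 86 called genes did so, against 59 in cluster 9, 45 in cluster 8, 5 in cluster 7 and 0 in clusters 1 to 6, so a mixture alone does not explain the pattern. For 3332 of the 4254 called genes (78.3%) the *Meioc*-null mean lay within the wild-type range, so a part of the difference may still come from cells of other stages. A difference in depth was tested by thinning, after which 3632 of the 4254 genes still passed. A genotype effect on the cells stays open as a hypothesis, found and tested on the same data.

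X-linked genes were higher in *Meioc*-null cells of cluster 10, with a median log2 fold change of -1.34 over 302 genes against 0.04 over 6548 autosomal genes, and 255 X-linked genes were called higher in *Meioc*-null against 9 in wild type. Their share of UMIs was 3.72% ± 0.0781 in *Meioc*-null cells of cluster 10 (SD, n = 2). If these cells were at an earlier wild-type stage, the share should lie within the wild-type range of clusters 7 to 10, which was 1.49 to 2.76%, and it did not. It was 3.35% in *Meioc*-null cells of cluster 9, and 0.199% in wild-type cells of cluster 11. The share was 3.53% in myoid and 4.32% in Sertoli cells of wild type, so somatic cells would have to give most of the UMIs there to account for it. A higher share of X-linked transcripts may therefore be a property of the *Meioc*-null cells placed there, which remains a hypothesis. A failure to lower these transcripts would not alone raise the share above that of wild-type clusters 7 to 9, which was 2.38 to 2.76%.

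G2/M phase transcripts were higher in *Meioc*-null cells of cluster 7. With each cell thinned to 5000 UMIs, a limit was set at 75 such UMIs, the 99th percentile of the wild-type cells of cluster 7. The wild-type shares above it, 0.136% and 1.76%, were therefore low by construction. Of *Meioc*-null cells, 35.5% and 32.6% lay above it. The median was 44 and 45 such UMIs in wild type and 60 and 56 in *Meioc*-null. Too shallow to enter were 5 and 9 wild-type and 55 and 34 *Meioc*-null cells. Without thinning, the mean share of UMIs from these genes was 0.895% and 0.917% in wild type and 1.35% and 1.27% in *Meioc*-null. Doublets with dividing spermatogonia would carry more UMIs. The median UMI count of the *Meioc*-null cells above the limit was 1.06 times that of the other *Meioc*-null cells of the cluster. This argues against doublets as the main source. Free RNA enters droplets of every type, but *Meioc*-null myoid cells held 21.9 ± 4.96 UMIs of this list per cell in all (SD, n = 2), against an excess of 54.7 per cell in cluster 7, which argues against free RNA as the main source. These shares are not read as dividing cells.

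Transcripts specific to the pachytene cluster (55 genes) were higher in both wild-type libraries than in both *Meioc*-null libraries in 10 of 11 clusters and types, the exception being cluster 9; cluster 10, beside the pachytene cluster, did not enter. The excess was 0.443 to 0.974% of the pachytene level in those 10. This is consistent with free RNA from pachytene cells, which the *Meioc*-null libraries lack. The excess of *Fabp9* in cluster 1, *Rsph1* in cluster 1 and *Meig1* in cluster 3 was 0.662, 0.786 and 0.933 times what that source would give, whereas that of *P2rx4* in cluster 2 was 1848 times, which this source does not explain.

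The meiotic list was higher in wild type in clusters 4 to 8. With the expected free pachytene RNA taken off the wild-type CPM of each gene, 94.1% or more of the median log2 fold change was left in clusters 5 to 8, which argues against this source as the main one there. In cluster 4 63.0% was left, and in batch 1 the median went from 0.04 to -0.01, so free RNA stays open in cluster 4. A difference in stage within the clusters stays open too.

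*Gm884* was lower in *Meioc*-null cells in every tested cluster. Its wild-type excess was 24.0 times what free pachytene RNA would give in cluster 3, the lower of clusters 2 and 3, which argues against that source. A linked chromosome segment that changes many neighbours of the deleted gene was tested by the genes within 5 Mb of *Meioc*, of which 1.40% had an unadjusted p under 0.05 in clusters 1 to 5, against 2.11% of the other genes. By cluster, 1.90, 0.885 and 1.90% of these neighbours had such a p in clusters 1 to 3, against 0.985, 0.813 and 1.38% of the others. In clusters 4 and 5 it was 0 and 2.30% against 2.08 and 5.29%. A change of most neighbours is therefore unlikely in these clusters. A variant at *Gm884* itself, 852 kb from *Meioc*, stays open and cannot be separated from the genotype.

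The share of cluster 7 was higher in *Meioc*-null. If it rose only because later clusters were empty, cluster 7 over clusters 1 to 6 would be alike in both genotypes. The ratio was 0.268 ± 0.0406 in wild type and 0.525 ± 0.159 in *Meioc*-null (SD, n = 2), 1.96 times higher, which argues against closure as the whole cause. Arrest or slower passage at this stage may be a cause and was not tested.

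The 10 Sertoli calls were set against free RNA from germ cells that differ between the genotypes. Across 392 germ-cell genes, the Sertoli fold changes correlated with those of all germ cells summed (r = 0.888), and 6 of the 10 called genes were among these germ-cell genes. In myoid cells r was 0.861 across 603 genes, with 2 of the 4 calls among them. Free RNA is consistent with these values, and the other Sertoli calls (*Plbd1*, *Rab11fip1*, *Junb* and *Hs6st2*, named after their values were seen) have no tested source.

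A wild-type cell was measured against the other wild-type library alone and a *Meioc*-null cell against both, so their distances are not alike. Beyond the 99th percentile of the wild-type distance lay 2.17% and 0.182% of wild-type and 0.118% and 0.121% of *Meioc*-null germ cells. Of the 93 and 11 wild-type cells beyond it, 82 and 9 lay in cluster 11, which held 0 *Meioc*-null cells. Leaving out cells beyond this limit removed 6 cells from each *Meioc*-null library. That alternative therefore hardly tests *Meioc*-null cells that are unlike wild type. With the limit of each cluster, chosen after seeing the data, the shares were 1.24% and 0.894% in wild type and 4.14% and 2.27% in *Meioc*-null.

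The 4 libraries held 11986 (*Meioc*-null replicate 2) to 16486 (*Meioc*-null replicate 1) barcodes, above the recovery the study aimed for at loading. The limits on genes and mitochondrial counts left 6334 (wild type replicate 1) to 8494 (wild type replicate 2). Those filtered counts are below the aim, but they are not the same measure as cells recovered. The study named some *Meioc*-null cells pachytene and described a cluster of mutant cells. Here cells were placed by wild-type clusters, which cannot form a mutant-only cluster, and the names were rebuilt, so the assignments of these cells are not directly comparable.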
